A study of Drosophila melanogaster with 8 samples. Its data were reported in "The Dm-Myb Oncoprotein Contributes to Insulator Function and Stabilizes Repressive H3K27me3 PcG Domains" (2020).

How the data were processed

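Polyadenylated RNA was sequenced from mesothoracic wing discs, the larval tissue that forms the wing and notum of the adult fly, of male Drosophila melanogaster larvae of the third instar. The labels gave 5 libraries from Myb mutant discs carrying the null allele MH107 and 3 libraries from yw67 control discs, the laboratory line into which the mutant had been outcrossed. The labels disagreed on what the libraries were. Their protocol text called them 3 and 5 biological replicates, whereas the sample descriptions called the 3 control libraries technical replicates of 1 biological replicate and placed Myb mutant library 1 alone in one biological replicate and libraries 2 to 5 in another. The p-values given here therefore measured the spread between these libraries, which was possibly technical, and the libraries summed by the biological replicates of the descriptions were run as an alternative. The sums gave 1 control sample and 2 mutant samples, so that fit took its spread from the mutant samples and assumed the single control sample to vary like them.

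The authors trimmed adapters with Trimmomatic (version 0.22 per the labels), aligned reads to gene exons of a 2008 FlyBase gene set (release 5) with Bowtie2 version 2.1.0, took unique read counts per exon from eXpress and summed them per gene. The deposited counts were raw read counts for 14300 genes, of which 1773 had 0 counts in all libraries. The deposited table also held, from the authors' DESeq2 fit, a log2 fold change of Myb mutant against control and a p-value with its adjusted form, which were used here for 1 comparison of calls. Whether counting used strand was not stated, so reads of overlapping genes on opposite strands may not have been told apart. Counts of near-identical copies such as the Hsp70 genes depended on how unique reads were assigned. Library totals ran from 50562199 to 65322440 counts. The libraries varied by more than counting error: the median coefficient of variation among control libraries was 8.37% where Poisson sampling would give 1.93%, and among Myb mutant libraries it was 4.37% where sampling would give 1.91%. Control library 2 carried most of the former, since the other control libraries differed by 3.22%, and the closest mutant libraries, 3 and 5, differed by 2.61% where sampling would give 1.81%. A floor of 3 counts over a group was used for genes with no counts in that group, and such floors cover counting error only.

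Of the gene identifiers in the table, 12121 were found in the BDGP6 annotation of Ensembl release 115 and another 953 were matched by symbol. Positions and gene order come from that annotation and not from the build used for alignment. Gene symbols are those of the table, with the newer name in parentheses where it differs. A row pooling mitochondrial reads, which took 0.574% to 1.34% of the counts, was left out before scaling. The 4 symbols stored as dates were replaced by the BDGP6 name, or by the FlyBase identifier where there was none.

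The counts were fitted with edgeR version 4.0.16 in R version 4.3.3. Genes were kept with filterByExpr on genotype, libraries were scaled with TMM, and the quasi-likelihood test was run with genotype as the only term over all 8 libraries, as the study had done with DESeq2. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called, and log2 fold changes are Myb mutant against control with their standard errors (SE). The SE was not fitted directly: it is the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. For genes near silent in a genotype it can understate the uncertainty. Levels (CPM) are counts scaled to a common library size with TMM, given as mean ± SD. The fold classes, with bounds at 2, 5 and 10, followed the study. A gene was near silent at a group mean under 0.1 CPM and expressed at over 1 CPM. The calls and the scripts were tested on simulated counts for the 9076 tested genes of this comparison. edgeR recovered 70% of genes changed 1.5-fold, 86% of those changed 2-fold, 96% of those changed 4-fold and 100% of those changed 10-fold, with 6 false calls among 182. DESeq2 version 1.42.0 recovered 72%, 88%, 96% and 100%, with 31 false calls among 209. A simulated list shifted 1.3-fold was called, and 0 of 100 unshifted lists were. The genes were simulated independently of each other, so this does not cover false calls of lists whose members vary together. The test of neighbouring genes gave a p under 0.05 in 2 of 100 draws without clusters over 13042 genes. An earlier form of that check with fewer draws and permutations had given a higher share and was replaced by this longer one.

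Before the data were examined, 24 gene lists were fixed: dREAM complex, mitosis, DNA replication, DNA repair, Polycomb group, trithorax group, insulator and cohesin, Polycomb targets, germline and ovary, testis, wing disc patterning, myoblast, trachea, hemocyte, fat body, salivary gland, neuron and glia, muscle contraction, ecdysone response, apoptosis and JNK stress, heat shock, oxidative stress, antimicrobial peptides and ribosomal proteins. Of their members 655 matched a gene of the table and 6 did not. Each list was tested against all other tested genes with camera of limma version 3.58.1, with an inter-gene correlation preset to 0.01 and Benjamini-Hochberg adjustment over the lists. camera with an estimated correlation and fry, which tests whether a list moves on balance in a single direction, were run as alternatives. The rule for named genes was fixed at the same time. It took Myb and AlkB, the genes hit by the mutation, and up to 6 genes per direction with the largest fitted change among called genes with at least 5 CPM in the higher genotype and no overlap between genotypes. It added up to 3 called members per list with the largest change at that level, or the most abundant member where none was called. It also added the genes named for expression in the text of the study, which had been chosen on data that include these samples. Genes outside that rule are named as chosen after their values were seen.

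Shares of called genes by chromosome arm, by distance from Myb and by divergent pairing were compared with two-sided Fisher's exact tests. These treat genes as independent, which they are not. Divergent pairs were neighbouring genes on opposite strands whose start sites lay at most 1000 bp apart and pointed away from each other. The share of called genes whose next tested gene was called in the same direction was compared with 10000 permutations of gene order within arms, one-sided. Of the tested genes, 8618 lay on the 6 arms of BDGP6, and the others entered no test of position.

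The alternatives fixed before the data were examined were size factors of the DESeq2 type (RLE), total count scaling, DESeq2, no filter on low counts, a minimum mean of 1 CPM, libraries thinned to the smallest total, the replicate number as a block, libraries summed by described biological replicate, each library left out in turn, camera with an estimated correlation, fry, a size threshold of 2-fold, and a pair distance of 500 bp. Chosen after seeing the data were offsets that removed the trend of each library with exon length, a fit without the 2 libraries that stood apart from their groups, the dREAM complex list without Myb and its splits, genes beyond 2 Mb of Myb for the chromosome arms, and pairs compared within 10 classes of mean CPM. Plots and tests outside R used Python version 3.11.15 with scipy version 1.17.1 and matplotlib version 3.10.9. The microarray and chromatin data of the study were not used here.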

Results

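The data were read counts per gene from 8 RNA sequencing libraries of wing discs, 3 from the yw67 control and 5 from Myb mutant larvae. Myb is the fly member of the Myb family of DNA-binding transcription factors and a subunit of the dREAM complex, which activates genes of mitosis and represses others. The question of the comparison was which genes depend on Myb in this dividing tissue. Myb mutant libraries 1 to 5 held 56181262, 54096227, 65322440, 54325326 and 63992513 counts, and control libraries 1 to 3 held 50562199, 57086256 and 59832900. The descriptions of the samples named 1 biological replicate for the control libraries and 2 for the mutant libraries, mutant library 1 being the only library of its own replicate and mutant libraries 2 to 5 sharing the other, while the protocol called every library a biological replicate. Over genes, log2 levels correlated at 0.989 to 0.992 within the control (Pearson's r), at 0.988 to 0.998 within the mutant and at 0.966 to 0.982 between genotypes; genes are not independent replicates. Control library 2 stood apart in its group. Its median coefficient of variation against the other control libraries was 8.35% and 9.33%, whereas the other 2 control libraries differed by 3.22% and pairs of mutant libraries by 2.61% to 4.13%. Mutant library 1 carried the highest levels of several immune and larval secretion genes, given with those genes.

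The genes hit by the mutation fell in every mutant library, AlkB to no counts and Myb to a low level. Myb (FBgn0002914, BDGP6 X, 15854832 to 15857823, minus strand) measured 302, 295 and 305 CPM in control libraries 1 to 3 and 7.24, 5.36, 6.69, 4.56 and 5.09 CPM in mutant libraries 1 to 5. The group means were 301 ± 4.94 CPM (SD, n = 3) and 5.79 ± 1.13 CPM (n = 5), a 51.9-fold fall (log2 fold change -5.70 ± 0.14 SE, edgeR adjusted p = 1.8e-08). The deletion removes only the 5 prime end of Myb, so reads from the remaining exons were possible. Its neighbour AlkB (FBgn0065035, BDGP6 X, 15858134 to 15859487, minus strand), a DNA and RNA demethylase gene removed by the same deletion, measured 7.66 ± 0.641 CPM in the control and had no counts in any mutant library. Against a floor of 3 counts over the group it was at least 746-fold lower (edgeR adjusted p = 1.4e-05).

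A large part of the transcriptome differed between the genotypes, mostly by small amounts. The descriptions name 1 biological replicate for the control, and the mutant also lacks AlkB. The differences therefore cannot be assigned to loss of Myb alone from these libraries, which include no rescue. The study called AlkB non-essential and stated that a Myb cDNA rescued the phenotypes seen in the mutant, lethality included. It also reported that its microarray comparison, which was not used here, correlated strongly with the RNA sequencing for genes called in both. Of 9076 tested genes, 1534 were higher and 1587 lower in the Myb mutant (edgeR adjusted p under 0.05), together 34.4%. The median absolute log2 change of the called genes was 0.34, and 2135 of the 3121 changed less than 1.5-fold. At 2-fold or more, 421 genes were higher and 220 lower. The libraries of the genotypes did not overlap for 3530 tested genes (38.9%), where chance alone would separate 3.57% of genes if the 8 libraries were independent, which the descriptions of the samples leave in doubt. In the deposited result columns 3410 genes had an adjusted p under 0.05, and all 3073 genes called in both fits moved in the same direction. The counts depended on how libraries were treated as replicates: with libraries summed by described biological replicate 744 genes were higher and 766 lower, of which, over both directions, 1342 were among the genes called here in the same direction. That fit set 1 control sample against 2 mutant samples, so its spread came from the mutant samples alone and the single control sample was assumed to vary like them. Of the genes taken by the rule for named genes, 16 lost their edgeR call in it, and genes named outside that rule were not followed there: IM2, IM3, Hsp70Ba, Hsp70Bb, Hsp70Bbb, CG7928, CTCF, Rm62, nrv2, crm, B-H2, so, CG1381, Gasp, rho and Rad9.

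**Figure D1:**
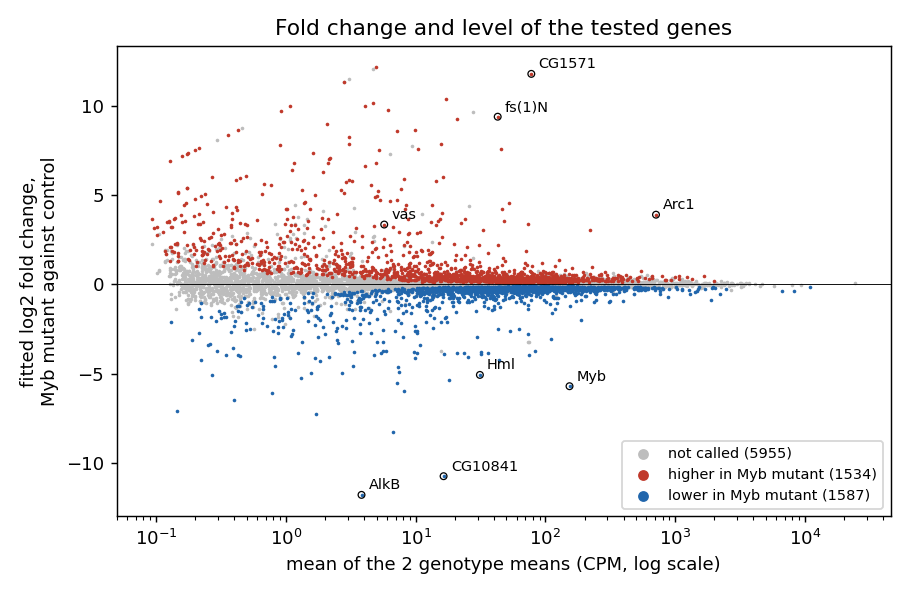
Fitted log2 fold change of Myb mutant against control for each of the 9076 tested genes (vertical axis) against the mean of the genotype means in CPM (horizontal log axis); red and blue points are the 1534 higher and 1587 lower genes. Labelled genes include CG1571 at 11.77 and CG10841 at -10.73 on the log2 scale, and fitted values of genes with no counts in a group depend on the prior count of the fit.

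More genes rose than fell by large amounts. Of the raised genes 234 rose 2-fold to 5-fold, 61 over 5-fold to 10-fold and 126 over 10-fold, against 126, 42 and 52 lowered genes in the same classes. Genes near silent in the control and expressed in the mutant numbered 31, and 9 showed the reverse. CG1571 (FBgn0029993, X, 8075877 to 8078240) rose from 0.0442 ± 0.0389 CPM (SD, n = 3) to 156 ± 2.96 CPM (n = 5), a log2 change of 11.77 ± 0.19 (SE, edgeR adjusted p = 1.8e-09) that became 12.37 without control library 2 and 11.14 without control library 3. Its control level rested on 7 counts over the group, and both shifts exceeded the SE. CG33017 (FBgn0053017, 2R, 16272114 to 16277655) rose from 0.0248 to 34.4 ± 2.60 CPM. CG17152 (Ir68b, FBgn0036250, 3L, 12125487 to 12127394), an ionotropic receptor gene, had no counts in any control library and 9.85 ± 0.516 CPM in the mutant, at least 544-fold higher, with 9.01 to 10.3 CPM in each of the 5 libraries. CG4757 also had no counts in the control and was at least 309-fold higher, but its mutant libraries ranged from 0.658 to 11.6 CPM. The immune peptides IM2 (BomS2) and IM3 (BomS3) were called higher with a single control count each, and mutant library 1 carried most of their signal, with 41.5 and 33.5 CPM against 0.371 to 4.88 CPM for both genes in the other mutant libraries. Their log2 changes of 10.14 and 9.96 became 7.25 and 7.85 without mutant library 1, 12.08 for IM2 without control library 1 and 11.88 for IM3 without control library 2, and both calls were lost without control library 1, 2 or 3 (edgeR adjusted p of 0.0947, 0.0651 and 0.0735 for IM2, and of 0.0553, 0.0566 and 0.0521 for IM3).

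Besides Myb and AlkB, the steepest falls taken by the rule for named genes were in genes of low to moderate level. That rule covered called genes with at least 5 CPM in the higher genotype and no overlap between genotypes. CG10841 (FBgn0038163, 3R, 13631942 to 13634861) fell from 32.8 ± 4.70 CPM to 0.0177 ± 0.0184 CPM, a log2 change of -10.73 ± 0.29 (edgeR adjusted p = 3.5e-08). Its mutant level rested on 5 counts over the group, so the size of the fall is less certain than the SE. CG4950 (FBgn0036587, 3L, 16265797 to 16268156) fell from 13.4 ± 5.13 to 0.0414 ± 0.0334 CPM. Gal (FBgn0001089, 2L, 6003574 to 6006827), the beta-galactosidase gene, fell from 16.1 ± 6.92 to 0.254 ± 0.0569 CPM, and CG11125 (2R, 7447473 to 7449995) from 13.96 ± 1.04 to 0.310 ± 0.129 CPM. The study also described the level that lowered genes kept without Myb. It did so for direct Myb targets lowered in both its microarray and its RNA sequencing, beside genome-wide expression. The values here cover all lowered genes, bound by Myb or not, beside the tested genes only. The 1587 lowered genes had a median level of 49.1 CPM in the control and 37.9 CPM in the mutant, above the median of all tested genes, which was 34.4 CPM in both genotypes. With a minimum mean of 1 CPM for testing the order in the mutant turned, at 40.4 CPM for lowered genes and 44.2 CPM for all tested genes. The 220 genes lowered 2-fold or more had medians of 5.39 and 0.970 CPM.

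Genes of mitosis fell together. Of 73 tested members 55 were lower, 56 adjusted over the list alone, none was higher and 9 fell 2-fold or more, with a median log2 change of -0.49 (camera adjusted p = 7.4e-34). The call was lost with an estimated correlation (adjusted p = 0.0690) and kept with fry (fry adjusted p = 7.6e-06). The steepest falls were in CG13914 (msd1), an augmin subunit of the spindle, at -2.47 ± 0.06 (23.2 ± 1.75 to 4.20 ± 0.171 CPM), in cmet, the kinetochore motor CENP-meta, at -1.58 ± 0.16 (169 ± 48.7 to 56.5 ± 3.05 CPM, with 112 CPM in control library 2), and in Sse, the separase that cleaves cohesin, at -1.42 ± 0.07 (17.5 ± 1.96 to 6.537 ± 0.181 CPM), all with n = 3 and 5. CG13914 overlaps CG2213 (msd5) on the opposite strand in BDGP6, where reads of the 2 genes may not have been told apart by strand. Further members, chosen after their values were seen, were the mitotic kinase gene aur (aurA), which fell by 1.39 on the log2 scale, and CycB, the gene of cyclin B, which fell from 413 to 217 CPM. The members that the study had picked from data that include these samples all fell: CG2213 -1.34, mad2 -0.84, Pen -0.71, CG11881 (dgt6) -0.67, ald (Mps1) -0.66 and CAP-D2 -0.23 on the log2 scale. Such members are not independent evidence of the direction of the list.

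**Figure D2:**
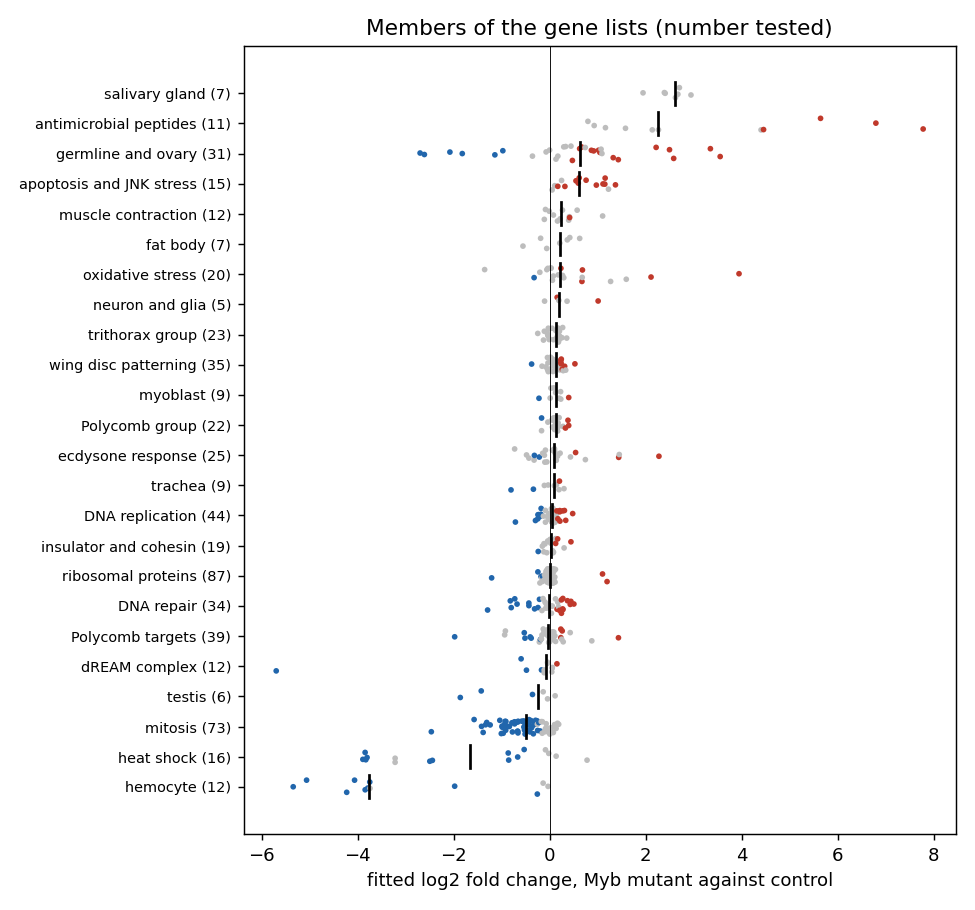
Fitted log2 fold change (horizontal axis) of each tested member of the 24 gene lists, with the number tested in parentheses; red and blue points are called higher and lower, grey points are not called, and black bars mark the list median. The hemocyte median lies at -3.77 and the mitosis median at -0.49, with 55 of 73 mitosis members called lower and none higher.

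The DNA replication and DNA repair lists did not move in a single direction. Of 44 genes of DNA replication 10 were higher and 9 lower, also adjusted over the list alone, with a camera adjusted p of 0.770. RfC3, a clamp loader subunit, rose by 0.48 and RpA-70 (RPA1), the single-strand binding protein, by 0.33, and Psf2, a GINS subunit, fell by 0.72 on the log2 scale. Of 34 DNA repair genes 11 were higher and 10 lower (12 and 11 adjusted over the list alone, camera adjusted p = 0.573). Fancl fell by 1.296, mus308 (PolQ) by 0.82 and CG13745 (FANCI) by 0.80, which act in crosslink and end-joining repair. okr, the fly Rad54, fell by 0.44, and Rad9 by 0.22. The Rad9 call was lost without control library 2 or 3 or mutant library 2, 3 or 5 (edgeR adjusted p = 0.0960, 0.0850, 0.0648, 0.0775 and 0.0784). The dREAM complex list was called lower (12 tested, 1 higher, 4 lower, also adjusted over the list alone, median -0.08, camera adjusted p = 0.00930; adjusted p = 0.126 with an estimated correlation), but Myb is among its members. Without Myb the adjusted p was 0.175. E2f2 fell by 0.60 from 45.8 ± 1.67 CPM, and mip40 fell by 0.49 from 77.2 ± 4.17 CPM.

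Germline genes moved in both directions. Of 31 tested members 14 were higher and 6 lower (16 and 6 adjusted over the list alone), 9 and 5 of them by 2-fold or more (camera adjusted p = 0.1302, median log2 change 0.62). The list was called higher without control library 1 or 3 (0.0442 and 0.0447). vas (FBgn0003970, 2L, 15061656 to 15074311), the Vasa helicase gene of the germline, rose from 1.02 ± 0.102 to 10.4 ± 0.727 CPM (log2 change 3.34 ± 0.11, edgeR adjusted p = 9.9e-08). mei-218, needed for meiotic recombination, fell by 2.61 from 17.1 ± 3.53 CPM, and spn-E, a helicase of the piRNA pathway, by 2.70 from 7.90 ± 1.72 CPM. Of 6 tested testis genes 3 were lower and none higher, also adjusted over the list alone, with a camera adjusted p of 0.281. The most abundant of these, mia, had a log2 change of -0.05 and was not called.

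Genes of chromatin regulators changed little. Of 22 Polycomb group genes 3 were higher and 1 lower (camera adjusted p = 0.1302), of 23 trithorax group genes none was called (0.748), and of 19 insulator and cohesin genes 3 were higher and 1 lower (0.770); counts adjusted over the list alone were the same. The Polycomb group list was called higher without control library 1 or 3 (0.0345 and 0.00647). crm rose by 0.39, escl, an Extra sexcombs homolog, by 0.38 and CG11033 (Kdm2) by 0.33 on the log2 scale. In the insulator list Rm62 rose by 0.44 and CTCF by 0.16, and CG7928 (ZIPIC) fell by 0.24. kis, the most abundant trithorax gene, had a log2 change of 0.20 (edgeR adjusted p = 0.534), which became -0.10 without control library 2. Of 63 Polycomb target genes matched, 39 were expressed enough to be tested, and 4 were higher and 6 lower, also adjusted over the list alone (camera adjusted p = 0.683). Among them eya, so and B-H2 fell by 0.53, 0.39 and 0.41 on the log2 scale. The higher members, named after their values were seen, were ey, from 0.490 ± 0.0299 to 1.32 ± 0.213 CPM, and tsh, salm and salr with log2 changes of 0.23, 0.26 and 0.23.

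Hemocyte genes, markers of larval blood cells, had the lowest median of the 24 lists. Of 12 tested members 9 were lower, 10 adjusted over the list alone, none was higher and 8 fell 2-fold or more, with a median log2 change of -3.77 (camera adjusted p = 2.1e-07; adjusted p = 0.193 with an estimated correlation). Hml, the hemocyte protein hemolectin, fell from 60.7 ± 11.5 CPM (SD, n = 3) to 1.82 ± 1.28 CPM (n = 5), a log2 change of -5.07 ± 0.43 (edgeR adjusted p = 4.2e-05). CG6124 (eater), a phagocytic receptor, fell from 35.2 ± 8.30 to 0.874 ± 0.780 CPM, a log2 change of -5.34 that became -6.01 without mutant library 4 at 2.19 CPM, and Pxn, peroxidasin of the extracellular matrix, from 83.3 ± 16.3 to 4.45 ± 2.21 CPM. Other members, 2 collagen genes and a receptor gene, did not share the size of the fall: Cg25C (Col4a1) fell by 0.26 from 205 CPM, and vkg at 141 CPM and crq at 44.6 CPM in the control were not called. These members were singled out after their values were seen, and srp is in the Polycomb target list as well.

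Markers of other cell types that a disc preparation can carry gave few calls. Of 9 myoblast genes 1 was higher and 1 lower (hbs by 0.39 and Ama by -0.23, camera adjusted p = 0.573), and of 9 tracheal genes 1 was higher and 2 lower (adjusted p = 0.770). The tracheal receptor gene btl fell by 0.81 and trh by 0.34, and Gasp rose by 0.20. The tracheal median was 0.09 although camera ranked the list downward. Of 12 muscle contraction genes 1 was higher (Mlc2, 0.41, list adjusted p = 0.733). Of 5 tested neuron and glia genes 2 were higher (adjusted p = 0.1302), moody, a glial receptor of the blood-brain barrier, by 1.01 and nrv2 by 0.15, and the list was called without control library 1 or 3 (0.0442 and 0.0466). Several of these small changes depended on single libraries. The edgeR call of Gasp was lost in every fit that left out a library except that without mutant library 1 (adjusted p up to 0.116), that of nrv2 in every such fit except that without control library 3 (up to 0.122), and that of Ama without mutant library 1, 3, 4 or 5 (up to 0.0555). Counts of these lists were the same when adjusted over the list alone. Of 7 fat body genes and 7 salivary gland genes none was called, also over the list alone (adjusted p = 0.783 and 0.770). Their levels differed widely among libraries of 1 genotype: Lsp1beta, a storage protein, ranged from 32.7 to 1088 CPM in the control and from 178 to 2124 CPM in the mutant, and Sgs3, a glue protein, from 0.204 to 82.1 CPM in the mutant. Mutant library 1 was highest for both.

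Among the stress lists, apoptosis and JNK stress and oxidative stress were called higher and heat shock lower, and each call was lost with an estimated correlation, as given with it. Of 15 genes of apoptosis and JNK stress 11 were higher, 12 adjusted over the list alone, and none was lower (median 0.61, camera adjusted p = 2.2e-05; adjusted p = 0.0729 with an estimated correlation). Mmp1, a matrix protease under JNK control, rose from 28.9 ± 1.80 to 56.6 ± 0.563 CPM (log2 change 0.97 ± 0.05, edgeR adjusted p = 1.2e-06), CG17836 (Xrp1), a stress transcription factor of cell competition, rose from 406 ± 15.6 to 686 ± 44.6 CPM, and Traf1 (Traf4), an adaptor upstream of JNK, from 30.9 ± 0.792 to 47.2 ± 2.44 CPM. Of 16 heat shock genes 10 were lower, 12 adjusted over the list alone with 1 higher (median -1.66, camera adjusted p = 0.0398; adjusted p = 0.916 with an estimated correlation). Their fall went with control library 2: Hsp70Ba, Hsp70Bb and Hsp70Bbb measured 108, 183 and 164 CPM there and 4.35 to 10.1 CPM in the other control libraries, against 0.663 to 10.6 CPM in the mutant. Without control library 2 their log2 changes of -3.85, -3.83 and -3.89 became -0.83, -0.92 and -0.83, and their edgeR calls were also lost without mutant library 2, 3 or 4, and that of Hsp70Ba without mutant library 1 (adjusted p up to 0.0609 for these fits). Without mutant library 5 the changes of Hsp70Ba and Hsp70Bbb became -4.45 and -4.49. Without control library 2 the list adjusted p was 0.214, and the call was also lost without mutant library 1, 2 or 4 (0.173, 0.0600 and 0.0548). Of 20 oxidative stress genes 5 were higher and 1 lower, also over the list alone (adjusted p = 0.0494; 0.666 with an estimated correlation), and this call was lost without control library 3 or mutant library 1, 2 or 4 (0.158, 0.133, 0.0600 and 0.0768). GstE6 rose from 9.34 ± 2.01 to 40.3 ± 3.52 CPM, Gclc by 0.68 and GstE1 by 0.67 on the log2 scale. Of 11 antimicrobial peptide genes 4 were higher, also over the list alone, without a call of the list (0.0580), which was reached without control library 1 or mutant library 3, 4 or 5 (0.0147, 0.0110, 0.0162 and 0.0477). Drs measured 197 CPM in mutant library 1 and 4.74 to 21.6 CPM in the other mutant libraries (edgeR adjusted p = 0.0632).

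**Figure D3:**
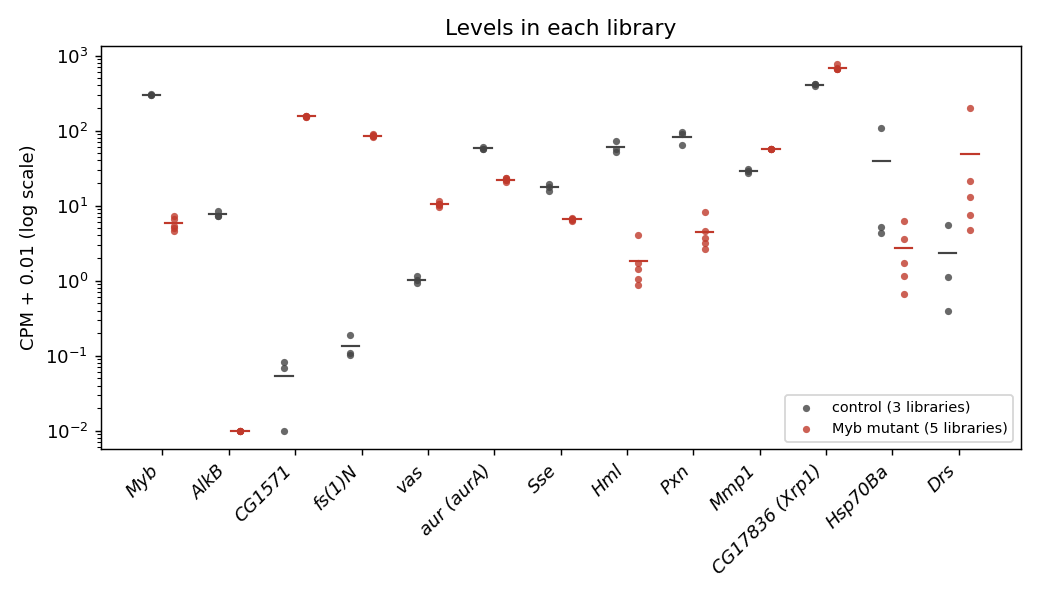
Level of 13 named genes in each library (CPM plus 0.01, log axis), with control libraries in grey (3) and Myb mutant libraries in red (5) and bars at the genotype means. Myb lies at 295 to 305 CPM in the control and 4.56 to 7.24 CPM in the mutant, whereas Hsp70Ba lies at 108 CPM in control library 2 and at 4.35 and 5.15 CPM in the other control libraries.

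Hormone response, patterning and ribosomal genes were largely level. Of 25 ecdysone response genes 3 were higher and 2 lower (adjusted p = 0.770), with ftz-f1, a nuclear receptor gene, raised from 12.1 ± 4.65 to 32.8 ± 3.41 CPM, EcR, the ecdysone receptor, raised by 0.54 and ImpL2 lowered by a log2 change of -0.32. Of 35 wing disc patterning genes 7 were higher and 1 lower (adjusted p = 0.173), with ab and fj raised by 0.52 and 0.31 and rho at -0.38 (call lost without control library 3, edgeR adjusted p = 0.0592). Both counts were the same over the list alone. Without control library 3 the wing disc patterning list was called (adjusted p = 0.00268). Of 87 ribosomal protein genes 2 were higher and 4 lower (2 and 2 over the list alone, adjusted p = 0.948), with a median of 0.01 and a camera direction downward. The ribosomal list was called higher without control library 2 (9.8e-07) and lower without control library 3 (0.0447), so no direction is given for it. RpS5b, a paralog of low level, rose from 9.25 ± 1.296 to 19.8 ± 1.23 CPM, while RpS15Ab and CG1381 (RpLP0-like) had log2 changes of -0.25 and -0.18, the former losing its call without mutant library 5 (edgeR adjusted p = 0.0524).

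Because Myb lies on the X and sequence near it comes from the mutant line in spite of outcrossing, calls were compared by chromosome. On the X 21.4% of 1457 tested genes were higher, against 15.7% on the other arms (odds ratio 1.47, 95% interval 1.28 to 1.69, Fisher's exact test p = 1.8e-07), and 11.6% were lower, against 19.4% (odds ratio 0.545, p = 2.0e-13). At 2-fold or more 5.01% of X genes were higher against 4.43% elsewhere (odds ratio 1.14, Fisher's exact test p = 0.333). The deficit of lowered genes on the X stayed at that size, with 1.58% against 2.71% (odds ratio 0.576, 95% interval 0.372 to 0.891, Fisher's exact test p = 0.0101). Within 2 Mb of Myb 108 of 289 tested genes were called (37.4%), and 45 of 113 within 0.5 Mb (39.8%), against 371 of 1166 farther away on the X (31.8%, odds ratio for 2 Mb 1.28, Fisher's exact test p = 0.0804).

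**Figure D4:**
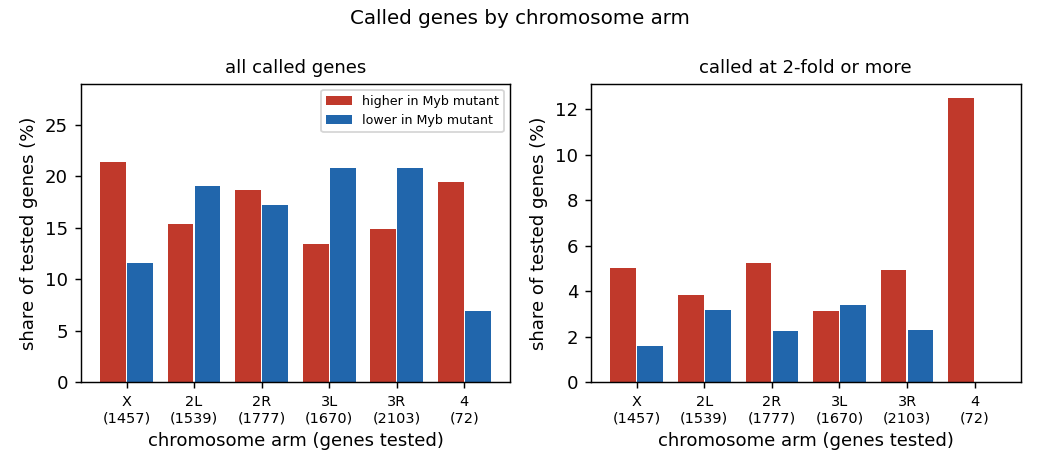
Share of tested genes called higher (red) and lower (blue) in the Myb mutant on each chromosome arm, for all calls (left) and calls of 2-fold or more (right), with the number of tested genes under each arm. On the X 21.4% were higher and 11.6% lower, and chromosome 4 holds 72 tested genes only.

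The study turned to divergent pairs, sites where insulator proteins bind, in asking how Myb relates to those proteins. Of 2240 annotated pairs 1647 had both genes tested, 748 had 1 gene called and 220 had both, where chance gave 214 (permutation p = 0.282, one-sided). Where 1 gene was called it was higher in 262 pairs and lower in 486, and where both were called 138 pairs moved in the same direction and 82 in opposite directions. At 2-fold or more the balance was the other way, with 163 pairs in which 1 gene was called, higher in 99 and lower in 64, and 3 pairs in which both were. Of paired genes 35.8% were called and of unpaired genes 33.9%, a difference that did not pass the test (odds ratio 1.09, Fisher's exact test p = 0.0636), and calls of 2-fold or more were less frequent among them (odds ratio 0.618, p = 5.6e-08). Within 10 classes of mean CPM, a comparison chosen after seeing the data, the odds ratio over all calls was 1.01 (Mantel-Haenszel estimate, 95% interval 0.925 to 1.11) and the 2-fold odds ratio was 1.26 (1.04 to 1.53), so the direction at 2-fold depended on level. CG1571 forms such a pair with Upf2 (X, 8070244 to 8075466), a gene of nonsense-mediated decay: Upf2 measured 99.3 ± 13.4 CPM in the control and 104 ± 1.78 CPM in the mutant (log2 change 0.07 ± 0.08, edgeR adjusted p = 0.491), and the sign turned without control library 2 (-0.04). fs(1)N (FBgn0004650, X, 1322513 to 1329438), an eggshell gene expressed in the ovary, rose from 0.124 ± 0.04998 to 85.6 ± 3.68 CPM (log2 change 9.38 ± 0.13), and its neighbour CG11409 (X, 1329518 to 1341587) from 42.5 ± 6.78 to 97.8 ± 4.78 CPM. The study had presented these 4 genes as examples from its chromatin, microarray and RNA sequencing data, which include these samples.

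Called genes lay beside each other more often than chance placed them. The next tested gene was called in the same direction for 23.2% of called genes, against a mean of 17.9% and a highest value of 20.3% in 10000 permutations of gene order within arms (permutation p = 0.0001, one-sided, the smallest these can give). At 2-fold or more the share was 11.4% against 3.96%. The permutations did not match genes by level, and overlapping genes and neighbouring copies of a gene family were kept. A part that these may play in the excess was not tested. Neighbouring genes with such calls included the cytochrome P450 genes Cyp6a17, which rose from 0.0658 ± 0.0559 to 41.6 ± 4.99 CPM, and Cyp6a23, raised by 3.67 on the log2 scale. Another run held CG33017 and cato, which rose from 0.304 ± 0.228 to 1.59 ± 0.364 CPM, and a further one the female sterility genes fs(1)Yb and fs(1)Ya. These clusters were chosen after their values were seen.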

Values the study reported

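For the RNA sequencing of wing discs the study described 3 biological replicates of the control and 5 of the Myb mutant, and it reported 3,410 differentially expressed genes at an adjusted p under 0.05. Genes that changed in both its microarray and its RNA sequencing numbered 1,069, of which 653 were upregulated and 416 downregulated. The study counted 2,101 divergent gene pairs in the genome.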

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

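Chosen only after the result was seen were the tests of a single control library and of a single control dissection for the hemocyte genes, the test of the heat shock genes without control library 2, the test of X genes away from Myb over all rises, the splits for the dREAM complex without Myb, and the fits with offsets for gene length.

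Of 107 values tested over the 5 Myb mutant libraries, 14 had 1 library far from the other 4 by the gap relative to the range, and chance gives about 1 in 20. Mutant library 1, the only library of its described biological replicate, held 5 of these. It measured 41.5 CPM for IM2 (others 0.371 to 2.71), 33.5 for IM3 (0.649 to 4.88), 197 for Drs (4.74 to 21.6), 2124 for Lsp1beta (178 to 596) and 82.1 for Sgs3 (0.204 to 23.0), which are immune peptide, storage protein and glue protein genes. Mutant library 4 held 6. Its mean log2 level of the ecdysone response genes was 4.56 (others 5.03 to 5.11) and of the oxidative stress genes 5.07 (4.93 to 4.97), and it measured 4.04 CPM for Hml (0.876 to 1.73), 81.0 for hbs (92.1 to 94.5), 41.3 for trh (44.2 to 45.02) and 1183 for kis (1349 to 1416). Mutant library 2 measured 764 CPM for CG17836 (Xrp1, others 656 to 682), mutant library 3 measured 11.5 for btl (8.97 to 9.57) and mutant library 5 measured 29.3 for Mlc2 (23.98 to 24.9).

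Hemocyte genes fell in the Myb mutant by a median log2 change of -3.77, and the most abundant of the steep falls in the hemocyte list, Pxn, went from 83.3 to 4.45 CPM. A control library rich in blood cells was argued against, since the highest median without 1 control library was -3.67. Fewer hemocytes carried with the mutant discs, a candidate source of the fall, remained open: a further list of hemocyte genes, written before they were looked up, had 7 tested members of which 2 were lower and 2 higher, with a median of 0.073 (95% interval -3.30 to 0.80), and its members went both ways. Glt fell from 155 to 11.6 CPM and CG33115 (NimB4) from 4.55 to 0.461 CPM, whereas the most abundant members, Ppn at 733 and TepIV at 388 CPM in the control, measured 770.5 and 480.5 CPM in the mutant, TepIV being called higher, and other cells of the disc may express these. A difference between dissections could not be told apart from genotype. The gap of 2.00 between the lowest control and the highest mutant library in mean log2 level exceeded the control range of 0.410, but the descriptions name 1 biological replicate for the control. Mean log2 levels of fat body genes were 8.67, 7.29 and 3.10 in control libraries 1 to 3. These argue against repeat sequencing of 1 RNA sample for the control libraries. They do not tell whether the control discs came from separate batches of larvae. A change of hemocyte number in the mutant larva, which the genotype would allow, was not tested.

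Raised genes were more frequent on the X (odds ratio 1.47). Variants within 2 Mb of Myb as the whole cause were argued against by the rises without genes in that range, with an odds ratio of 1.44 (1.23 to 1.68). How far sequence of the mutant line reached from Myb was not measured, so linked variants farther away were not covered. A trend with gene length as the whole cause was argued against by the fit with length offsets. There the X median still exceeded that of arms 2 and 3 by 0.0458 (0.0333 to 0.0597) and the odds ratio was 1.44. A part played by variants near Myb remained open, with an odds ratio of 1.02 (0.608 to 1.72) for 2-fold changes within 2 Mb, and by variants elsewhere on the mutant X, with 1.13 (0.848 to 1.51) for 2-fold rises away from Myb, since the X excess itself was not called at 2-fold. So did an upward shift of the whole X, since the difference of medians of 0.0626 (0.0419 to 0.0797) lay between the bounds of 0.05 and 0.1 set beforehand. The X median was the higher in each fit. The difference was 0.0458 with length offsets, under the lower bound. It was 0.0790 (0.0648 to 0.0929) without the 2 libraries that stood apart. These intervals resample genes, which are not independent. The prediction of a shift was dropped during the work and then restored. An effect of Myb loss on the X was not tested apart from these explanations.

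Control library 2 differed from the other control libraries by gene length, a trend that its values fitted (Spearman's rho of -0.55 over 8627 genes, 95.1% of those tested; genes are not independent replicates). The fold changes of all libraries followed exon length with a rho of 0.28, and of 0.10 without that library. Length was not enough for the heat shock genes, whose median log2 deviation in that library was 1.80 against 0.04 for genes of similar length. Whether their fall in the mutant rests on control library 2 alone stayed open, since without it their median was -0.58 with a camera adjusted p of 0.214. No biological explanation for a single library was tested.

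Among the 56 splits of the 8 libraries into 3 and 5, the real one alone gave as many genes for each of the 7 counts. This was 1 of 56 each for genes higher (1534), lower (1587), higher at 2-fold or more (421), lower at 2-fold or more (220), higher over 10-fold (126), near silent in the control and expressed in the mutant (31), and the reverse (9). Every other split mixed the genotypes in at least 1 group, so genotype differences entered its spread and left few calls open to it. These counts of splits therefore cannot exclude chance. The splits also treat as exchangeable libraries that the descriptions call technical replicates, so chance differences between biological samples are not covered. The highest other split gave 0 in each case with edgeR, with up to 933 genes at an unadjusted p under 0.05, and DESeq2 was not run on the splits. For the lists, the real split alone gave as small a camera p for mitosis (1 of 56, 3.1e-35, lowest other 8.8e-23). It did so for the dREAM complex too (1 of 56, 0.00155, lowest other 0.0139), but this decides nothing, because that list holds Myb and follows genotype by design. Without Myb 5 of 56 splits gave as small a camera p (0.0803, lowest other 0.0475), so chance cannot be excluded by this measure. Of these 5, 4 kept the control libraries together and so held the genotype difference, which leaves this measure unable to decide. For hemocyte genes (1.8e-08, lowest other 2.3e-12) and for apoptosis and JNK stress (2.8e-06, lowest other 8.1e-07) 3 of 56 splits did, so chance cannot be excluded by this measure. All 3 kept the control libraries together, so they held the genotype difference and this measure cannot decide. Mean log2 levels did not overlap between genotypes. They were 4.87 to 5.28 in the control and 2.19 to 2.87 in the mutant for hemocyte genes. For apoptosis and JNK stress they were 3.72 to 3.74 and 4.17 to 4.31. For heat shock (0.00828, lowest other 1.8e-16) 37 of 56 splits gave as small a camera p and for oxidative stress (0.0124, lowest other 0.00176) 14 of 56, so chance cannot be excluded for them either. Of these splits 8 and 5 kept the control libraries together.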

How the results depend on the processing

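The fits with gene length offsets, without the 2 libraries that stood apart, without genes near Myb, within classes of level and without Myb in its own list were chosen after seeing the data, and the cause of the changes below was not tested unless given. The counts of genes called higher ranged from 1183 to 1702 and of genes called lower from 1191 to 1758 when 1 library was left out, those at 2-fold or more from 395 to 409 and from 208 to 228, and those over 10-fold from 114 to 124. Summing libraries by described biological replicate gave 744 higher, 766 lower and 239 higher at 2-fold or more. It leaves 1 control sample, assumed to vary like the 2 mutant samples, so its calls have no replicate check in the control. A minimum mean of 1 CPM, which tests fewer genes, gave 252 at 2-fold or more and 76 over 10-fold. Apart from the block, given next, the other planned settings and both added fits kept these counts within 1.5 times, but not every gene. Of the 3121 genes called over both directions, 2544 were called in the same direction with length offsets (3141 called), 2652 without the 2 libraries apart (3339), 2755 with a minimum CPM, 2764 without a filter, 2921 with total count scaling, 2995 in thinned libraries, 3088 with DESeq2 and 3098 with RLE factors, and from 2442 to 2757 with 1 library left out.

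The replicate number as a block gave 750 higher and 647 lower genes. Mutant libraries 4 and 5 had no control library of their number, so the genotype comparison in that fit rested on the other libraries. Its fewer calls cannot be told apart from this loss of libraries. The numbers share no more than a name: deviations of control and mutant libraries with the same number correlated at 0.31, -0.11 and 0.02 over genes, and not every library correlated best with its own number. With the block the antimicrobial list was called (adjusted p = 1.4e-05), the oxidative stress call was lost (0.0827) and the uncalled DNA replication list turned downward (0.811), and no other list call changed.

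The lists changed most with the test. With an estimated correlation camera called 0 lists (mitosis 0.0690, apoptosis and JNK stress 0.0729, dREAM complex 0.126, hemocyte 0.193, oxidative stress 0.666, heat shock 0.916). fry, which does not compare a list with other genes, called germline and ovary (0.0102), testis and myoblast (0.0344 each) and neuron and glia (0.00471), lost heat shock (0.168) and turned ribosomal proteins (0.908). It kept mitosis (7.6e-06), apoptosis and JNK stress (9.9e-06), hemocyte (0.000198), oxidative stress (0.00163) and the dREAM complex with Myb (2.0e-07). The dREAM complex without Myb gave 0.175, since Myb itself carried the call. Oxidative stress lost its call with RLE factors (0.0508), total count scaling (0.0556), DESeq2 (0.0783), a minimum CPM (0.149), thinned libraries (0.0593) and summed libraries (0.113), and heat shock with thinned libraries (0.0518) and without the 2 libraries apart (0.367). Calls were gained without a filter for germline and ovary (0.0439) and antimicrobial peptides (0.0227), in summed libraries, with the single control sample just described, for the Polycomb group (0.00993), germline and ovary (0.00873), wing disc patterning (0.0215) and antimicrobial peptides (0.00496), and with length offsets for antimicrobial peptides (0.0285). Directions turned for ribosomal proteins with total count scaling (0.941), a minimum CPM (0.971), length offsets (0.0159) and without the 2 libraries apart (7.5e-05), for fat body with DESeq2 (0.963), for trithorax, insulator and tracheal genes without those 2 libraries (0.895, 0.895 and 0.923), and for trithorax, insulator and ecdysone genes with length offsets (0.720, 0.871 and 0.968). All but those 2 values for ribosomal proteins were uncalled.

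With 1 library left out, the number of called lists ranged from 4 to 10 and the adjusted p from 0.00132 to 0.214 for heat shock, 0.0216 to 0.158 for oxidative stress, 0.0110 to 0.275 for antimicrobial peptides, 0.0442 to 0.312 for germline and ovary and for neuron and glia alike, 0.00647 to 0.408 for the Polycomb group, 0.00268 to 0.485 for wing disc patterning, 9.8e-07 to 0.970 for ribosomal proteins, 0.347 to 0.970 for ecdysone response, 0.284 to 0.960 for fat body, 0.502 to 0.931 for insulator and cohesin, 0.428 to 0.970 for muscle contraction, 0.305 to 0.931 for salivary gland, 0.576 to 0.931 for trachea and 0.315 to 0.931 for the trithorax group. Mitosis (up to 7.2e-25), hemocyte (up to 1.5e-05), apoptosis and JNK stress (up to 0.00038) and dREAM complex (up to 0.0403) stayed called in these fits.

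Of the named genes, uncalled ones turned: log2 changes ran from -0.49 to 1.35 for Lsp1beta, -0.039 to 0.15 for Upf2, -0.10 to 0.39 for kis and -0.096 to 0.016 for mia with 1 library left out, were -0.50, -0.032 and -0.12 for Lsp1beta, Upf2 and kis without the 2 libraries apart, and -0.035 and -0.074 for Upf2 and kis with length offsets. DESeq2 gave no adjusted p for IM2, Drs, Hsp70Ba, Hsp70Bb and Hsp70Bbb. Among the genes of the naming rule, summed libraries ended 16 calls (adjusted p of 0.0635 for CG1381 to 0.478 for Gasp). The block ended 21, of RpA-70, EcR, ImpL2, Hsp70Ba, Hsp70Bb, Hsp70Bbb, CG7928, CTCF, Rm62, Ama, nrv2, CG11033, B-H2, CG1381, RpS15Ab, Gasp, ab, fj, rho, CAP-D2 and Rad9, and gave a call of Drs (0.0140). Calls also ended without a filter (nrv2, Gasp, Rad9), in thinned libraries (Gasp, Rad9), with total count scaling (nrv2), with length offsets (nrv2, CG1381) and without the 2 libraries apart (Hsp70Ba, Hsp70Bb, Hsp70Bbb, nrv2, B-H2, Rad9).

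By position, rises on the X were not called at 2-fold or more (odds ratio 1.14, and 1.13 away from Myb), whereas the deficit of lowered genes there was (0.576). The odds ratio of divergent pairs was called with DESeq2 (1.25), at 500 bp (1.13) and at 2-fold within classes of level (1.26) but not over all calls within these classes (1.01), and was under 1 at 2-fold (0.618, called) and with a minimum CPM (0.967, not called). The median level of lowered genes in the mutant was 39.2 CPM with DESeq2 (all tested genes 12.4), 40.4 with a minimum CPM, under the 44.2 of all tested genes, and 0.970 at 2-fold or more (34.4), where other genes enter the medians. Thinning to the smallest library gave 1503 genes higher and 1549 lower, and lower depths were not tried.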

Other observations

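The descriptions in this part were chosen after their values were seen, and no test of an explanation is reported in it. Some of the large rises were in genes that no list held. Arc1, a capsid-like gene of neurons, rose from 89.5 ± 6.96 CPM (SD, n = 3) to 1332 ± 119 CPM (n = 5), a log2 change of 3.90 ± 0.10 (SE). synaptogyrin (Syngr), a synaptic vesicle gene, rose from 0.521 ± 0.127 to 13.8 ± 1.81 CPM and Caps (Cadps), a gene of vesicle release, from 2.37 ± 0.626 to 27.6 ± 1.33 CPM. baz, a polarity gene of epithelia and neuroblasts, rose from 30.7 ± 6.70 to 110.1 ± 2.80 CPM. Among steep falls outside the lists, CG10191 (Poc1), a centriole gene, fell from 141 ± 9.78 to 9.01 ± 1.204 CPM, pon, a partner of Numb in asymmetric division, from 92.2 ± 1.56 to 15.3 ± 0.925 CPM, and sip2 from 301 ± 5.55 to 75.5 ± 4.05 CPM.

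Chromosome 4, the small heterochromatin-rich chromosome, held 9 genes higher at 2-fold or more among 72 tested (12.5%) and 0 lower, against 4.46% of genes higher on the other arms (odds ratio 3.06, Fisher's exact test p = 0.00494, chosen after seeing the data). Over all calls the odds ratio was 1.21 (Fisher's exact test p = 0.524). The raised genes included Caps, ey, the eye selector gene, onecut, a neuronal transcription factor gene, and mGluRA, a glutamate receptor gene.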
